A study of Homo sapiens and Mus musculus and Rattus norvegicus with 120 samples. Its data were reported in "Conserved expression of natural antisense transcripts in mammals" (2013).

How the data were processed

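Signal from the antisense strand of annotated exons was measured on Affymetrix Exon 1.0 ST arrays, 1 array design for each of 3 species (human, mouse and rat). Each species contributed 10 tissues, and each tissue 2 arrays hybridized with the same purchased RNA, which makes 60 hybridizations. The labelling was designed to keep the antisense strand, so every value below is read as RNA complementary to the exons of the gene named. Carry-over of the gene's own mRNA is not excluded. Each hybridization was deposited at 2 levels, probesets of single exons and transcript clusters (1 value per gene), which makes 120 samples. Brain, heart, kidney, liver, lung, ovary, spleen, testes and thymus were shared by the species. Colon was measured in human only, and whole embryo in mouse and rat only. Arrays with sense labelling were not used here.

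All deposited values are log2 values that the authors made with RMA (robust multi-array average) on core probesets in Affymetrix Expression Console, whose version is not given, on genome builds hg18, mm9 and rn4. Antisense arrays were normalized apart from sense arrays and species by species, so absolute levels are not comparable between species. The files held 22011, 23332 and 8793 transcript clusters and 287329, 229581 and 92353 exon probesets for human, mouse and rat, and no column lacked a sample. Gene symbols came from the array annotation. Exactly 1 symbol was given for 14432, 14996 and 7603 transcript clusters, and clusters with several symbols or none entered counts but no comparison by gene. Human symbols were brought up to date with a RefSeq gene table. Genes were matched across species by symbol without regard to case, and of clusters that shared a symbol the one with the highest mean value was kept. This gave 10166 genes for human and mouse, 5177 for human and rat, 5371 for mouse and rat and 4360 in all 3 species. Symbols stood in for the exon sequence alignments of the study, which were not used here. The study also dropped exons that had RefSeq transcripts on both strands, a step that was not taken here.

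The arrays have no read depth, and their number limits the precision. The 2 arrays of a tissue are technical replicates of 1 RNA, so a p from 1 species measures technical spread only and says nothing about variation between individuals. An SD with n = 2 is the spread of those arrays. A value was called detected when the mean of the 2 arrays was above 6.5, the level that the study gives for a detection p of 0.01 above background. A probeset or cluster was called tissue-specific by 3 criteria of the study over the 9 shared tissues. These were a highest tissue above 6.5, a Z-score above 2 (SD with the sample denominator) and a gap of at least 1 to the second tissue.

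Tests within a species used limma 3.58.1 in R 4.3.3 on the 18 arrays of the 9 shared tissues, with 9 residual degrees of freedom. Each tissue was set against the mean of the other 8, two-sided, with Benjamini-Hochberg adjustment over all clusters of that contrast at 0.05. Across species the arrays of a tissue were averaged first, which left 27 samples, 3 per tissue. The limma model had species and tissue as terms and 16 residual degrees of freedom. Its error is a spread between species pooled over all 9 tissues of a gene and moderated across genes. An SE is thus not the spread of the 3 species in the tissue named alone. That test was two-sided too, and its adjustment ran over the 4360 matched genes of each contrast.

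The 20 gene lists were fixed before the data were examined, as were the comparisons, the rule for naming genes and most alternatives. They are 9 lists of markers (brain, heart, kidney, liver, lung, ovary, spleen, testes and thymus), skeletal muscle, smooth muscle, erythroid, pancreas acinar, adipose, macrophage, fibroblast collagen, cell cycle, ribosomal proteins, oxidative phosphorylation and known antisense partners (genes with a described natural antisense transcript). Lists were named by where the sense mRNA is abundant. Lists with at least 3 matched members were tested with limma's camera, two-sided, with a preset correlation between genes of 0.01, and again with a correlation estimated per list. Adjustment ran over 162 tests of 18 lists in 9 tissues. Marker lists in their own tissue, and the genes named, were also tested for a difference between human and the mean of both rodents with camera and limma on single arrays, which sets the difference against technical spread.

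Divergence of matched genes was the mean Euclidean distance between profiles of relative abundance (each log2 value over the sum of the 9 tissues), for genes above 6.5 in at least 1 tissue of either species. Matched pairs were set against random pairs with 100000 permutations, one-sided, for which 1e-05 is the smallest p. The share of matched genes with the same highest tissue was tested the same way. Tissue correspondence was the mean correlation across genes of same tissues minus that of different tissues, after centring each gene within its species. Its exact permutation test, one-sided, ran over all 362880 relabelings of the 9 tissues. Same-tissue correlations of mouse and rat were set against those of human with each rodent by an exact sign-flip permutation test over the tissues, two-sided. Genes are not independent replicates in any of these correlations. Permutations and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

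Genes were named by rule. For each tissue these were the 3 matched genes with the largest difference among those that passed limma across species and were highest in that tissue in every species. For each species and tissue the tissue-specific cluster with 1 symbol and the largest gap was named, as were the exon probesets the study names. From each list discussed, up to 4 members with the largest absolute difference were eligible. The most negative gene was named for brain and testes only. Genes on the human Y chromosome and XIST were never named.

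The procedures were tested on simulated data. Each simulation altered 100 features by a log2 change of 1 and 100 by a change of 2, all in brain. At the gene level the limma fit within a species recovered 80% and 97% of these, with 5 false calls in brain among 22011 clusters. At the exon level it recovered 3% and 58%, with 1 false call. The fit across species recovered 94% and 100%, with 8 false calls in brain and 4 in the 8 unchanged tissues. A list shifted by 0.5 was recovered, and 0 of 188 tests of unshifted lists passed. Simulated genes varied independently and without shared shifts of arrays, so these numbers of false calls need not hold for the real arrays and lists. In the divergence test a simulated shared profile lowered the distance by 50.0%. A shared level without a shared profile still lowered it by 2.52%, with a permutation p of 0.0005, but gave a permutation p of 0.231 when random pairs were drawn among genes of like tissue spread.

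The alternatives were other thresholds (7 and 8), a gap of 2, all 10 tissues, criteria met in both array sets, a second quantile normalization, a filter on low values, a trended and robust variance prior, a minimum difference of 1 (limma's treat), the mean of exon probesets as the gene value, genes with 1 cluster in every species, Spearman correlation, profiles from linear values, and leaving out each replicate or species. No threshold, no gap, leaving out either human testes array and quantile normalization before the list tests were added after the data were seen. Replicate numbers did not pair arrays across tissues by the correlation of their deviations. That measure cannot show a shift of whole arrays.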

Results

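The data covered 10 tissues in each of human, mouse and rat, with 2 arrays per tissue, 20 arrays per species and 60 in all. Replicate arrays of a tissue correlated across transcript clusters with a Pearson r between 0.964 and 0.982 in human, 0.941 and 0.974 in mouse and 0.947 and 0.973 in rat. Across exon probesets the lowest r was 0.924 in human liver, 0.900 in mouse heart and 0.881 in rat kidney. Array medians at the exon level lay between 4.02 and 4.28 in human, 4.05 and 4.26 in mouse and 3.95 and 4.39 in rat on the log2 scale. The SD between replicates is that of single arrays, and the SD between tissues that of means of 2 arrays. Over all clusters their medians were 0.17 and 0.18 in human. Over all exon probesets they were 0.42 and 0.38 in human, 0.43 and 0.38 in mouse and 0.47 and 0.45 in rat. Means of 2 arrays vary less than single arrays, so these SDs do not rank replicates against tissues. Among clusters above the detection level in any tissue the medians were 0.24 and 0.34 in human, 0.28 and 0.42 in mouse and 0.26 and 0.69 in rat. After centring each cluster, the most similar array was the replicate of the same tissue for 18 of 20 human arrays and for 20 of 20 in mouse and in rat. The human exceptions were the second arrays of lung and testes, each closest to the other.

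The first question was how much of the annotated exon space carried antisense signal. In human 69521 of 287329 exon probesets (24.2%) exceeded 6.5 in at least 1 tissue, in mouse 50476 of 229581 (22.0%) and in rat 22415 of 92353 (24.3%). The antisense strand of USP25 exons, a deubiquitinase gene with 3 probesets singled out by the study, illustrates signal present in every tissue. Its first probeset ranged over the human tissues from 7.43 to 8.71 and its second from 7.67 to 8.77, while the third stayed between 4.51 and 6.05. Signal in every tissue was found for 28112 human, 16276 mouse and 4383 rat probesets, and signal in a single tissue for 12940, 11305 and 7839. Per tissue the share ran in human from 14.4% in brain to 16.3% in ovary, in mouse from 11.3% in brain to 13.4% in embryo and in rat from 8.87% in spleen to 13.0% in lung. No test applied, as each tissue was represented by 1 RNA.

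The next question was which antisense signals were specific to a tissue. In brain the largest gap in human and in mouse belonged to the antisense strand of UBE3A, a ubiquitin ligase gene imprinted in neurons that is known for a long antisense transcript. It stood at 6.95 ± 0.19 (SD, n = 2) in human brain against 3.30 in liver, the second tissue, and at 6.75 ± 0.31 (SD, n = 2) in mouse brain against 3.13 in ovary. In rat brain the largest gap was that of Mbp, a myelin protein gene, at 7.49 ± 0.23 (SD, n = 2) against 4.52. The heart clusters were ACTC1 (cardiac actin) at 7.30 ± 0.03 in human against 2.98, Tnnc1 (cardiac troponin C) at 6.94 ± 0.58 in mouse against 3.50 and Myl3 (a ventricular myosin light chain) at 9.08 ± 0.03 in rat against 4.78 (SD, n = 2 each). In liver they were HPX (the heme carrier hemopexin) at 9.66 ± 0.30 in human against 4.88, Ahsg (the plasma glycoprotein fetuin-A) at 9.64 ± 0.20 in mouse against 4.86 and Ambp (a plasma protease inhibitor precursor) at 8.08 ± 0.97 in rat against 2.99 (SD, n = 2 each).

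Kidney clusters were PDZK1IP1 (a membrane protein of proximal tubules) in human, 2.23 above the 4.78 of its second tissue with a replicate SD of 0.11, Pfn3 (a profilin) at 10.35 ± 0.08 in mouse against 5.37 and Umod (uromodulin of the loop of Henle) at 9.11 ± 0.55 in rat against 3.84 (SD, n = 2 each). Lung clusters were HBB (beta globin of red cells) at 8.81 ± 0.32 in human against 6.12 in spleen, Sftpc (surfactant protein C) at 8.35 ± 0.32 in mouse against 4.94 and Scgb3a2 (an airway secretoglobin) at 7.88 ± 0.03 in rat against 3.19 (SD, n = 2 each). In the gonads, steroid and sperm genes led. STAR, which carries cholesterol into mitochondria, stood at 6.90 ± 0.68 in human ovary against 4.51 and at 8.52 ± 0.41 in rat ovary against 4.54, and Hsd3b1, a steroid dehydrogenase gene, at 8.89 ± 0.05 in mouse ovary against 4.75 (SD, n = 2 each). The sperm chromatin genes Tnp2 in mouse testes, at 9.10 ± 0.05 against 6.35, and Prm3 in rat testes, at 8.90 ± 0.16 against 3.84, had small replicate spreads (SD, n = 2 each). PRM1, a protamine gene, had a mean of 7.60 ± 2.79 (SD, n = 2) in human testes against 5.29, a gap smaller than the spread of its arrays, and its first array alone carried the signal.

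In thymus the largest gap was that of OR10R2, an olfactory receptor gene, in human (8.49 ± 0.98 against 2.44), Ccl25, a thymic chemokine gene, in mouse (7.16 ± 0.78 against 3.75) and Satb1, a chromatin organizer of thymocytes, in rat (8.27 ± 0.13 against 4.48), each with SD and n = 2. In spleen it was OR5AK2, another olfactory receptor gene, in human (7.05 ± 0.15 against 4.58), Slc4a1, the red cell anion exchanger, in mouse (6.51 ± 0.25 against 4.89) and Fcna, a macrophage ficolin gene, in rat (6.51 ± 0.30 against 5.22), each with SD and n = 2. With embryo among the tissues the gap of mouse Ahsg was 0.17, that of Slc4a1 0.18, that of Sftpc 1.04 and that of Tnnc1 1.54.

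By these criteria 5175 human (1.80%), 4549 mouse (1.98%) and 4764 rat exon probesets (5.16%) were tissue-specific over the 9 shared tissues, as were 247, 223 and 326 transcript clusters. In human, brain held 1656 exon probesets, liver 1486 and thymus 850, while testes held 48 and lung 98. In mouse, liver held 1316, kidney 691 and testes 592, and in rat testes held 1331, liver 925 and kidney 839. When each array set had to meet the criteria with the same tissue, 2495 human (48.2%), 2202 mouse (48.4%) and 2806 rat probesets (58.9%) did so. In limma 4980 of the 5175 human, 4211 of the 4549 mouse and 4744 of the 4764 rat calls passed, shares that the choice of the probesets on the same arrays largely sets. The lowest shares were those of human testes, 8 of 48, and mouse thymus, 116 of 215. Single arrays gave other counts and another order of tissues. With the first arrays liver was highest in human (1771) and rat (1117) and kidney in mouse (1571). With the second arrays the highest tissues were those of the means. With both array sets required, human liver had 913 and human brain 711. Alone, the first human testes array gave 241 probesets and the second 39. With the first array of every tissue mouse kidney had 1571, human thymus 533 and human lung 166, and with the second 357, 1276 and 91.

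**Figure D1:**
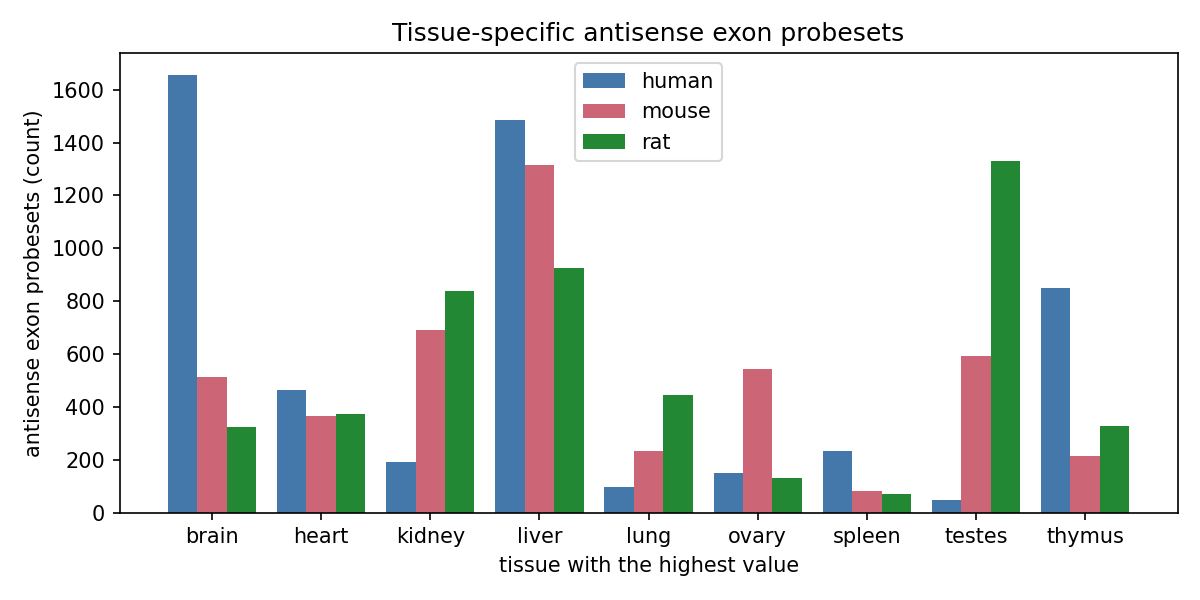
Number of tissue-specific antisense exon probesets (vertical axis) for each of the 9 shared tissues (horizontal axis), with 1 bar per species. From the mean of both arrays, brain is highest in human with 1656, liver in mouse with 1316 and testes in rat with 1331. The highest tissue changes with the first arrays alone.

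Exon probesets that the study names behaved as follows. The antisense probeset of CKM, the muscle creatine kinase gene, stood at 9.01 ± 0.32 (SD, n = 2) in human heart and between 1.79 and 3.52 in the other 9 human tissues. In rat it stood at 8.25 ± 0.31 (SD, n = 2) in heart and 7.15 ± 0.01 (SD, n = 2) in embryo. In mouse it was higher in embryo, at 10.32 ± 0.11 (SD, n = 2), than in heart, at 8.96 ± 1.45 (SD, n = 2), a difference within the spread of the heart arrays. Miox, an inositol oxygenase gene of renal tubules, stood at 10.63 ± 1.45 (SD, n = 2) in mouse kidney and between 4.75 and 5.49 elsewhere. Mylpf, a light chain gene of fast muscle, stood at 8.77 ± 0.12 (SD, n = 2) in mouse embryo and between 3.30 and 4.61 elsewhere.

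Within each species, limma then compared every tissue with the mean of the other 8. The clusters named above were picked for their gap to the second tissue, so they do not show the typical size of these contrasts. Of the 2 tissue-specific clusters of human testes, PRM1 among them, 0 passed. In human, 7756 of 22011 clusters (35.2%) passed in any tissue, in mouse 4042 (17.3%) and in rat 4423 (50.3%). Human thymus had 1712 clusters higher and 186 lower, human liver 907 higher and 273 lower, and human brain 1531 higher and 3939 lower. Mouse ovary had 806 higher and 96 lower, and mouse testes 727 higher and 402 lower. Rat lung had 1130 higher and 124 lower, rat thymus 883 and 281, and rat spleen 223 and 825. Human testes had 10 higher and 1 lower. Leaving out 1 array of the tissue moved many of these counts. Without the second array human brain had 692 higher and 480 lower, human thymus 462 and 21 and human testes 40 and 2. Without the first, human liver had 424 higher and 65 lower and human testes 6 and 1. Mouse ovary had 177 higher and 1 lower without the first array and 297 and 20 without the second, and mouse testes 230 and 158 or 322 and 98. Rat lung had 468 and 40 or 783 and 31, rat thymus 224 and 46 or 743 and 83, and rat spleen 106 and 92 or 76 and 246, in the same order. The split into higher and lower depended on scaling. After a second quantile normalization the share of higher calls moved in human brain from 28.0% to 50.4%, in lung from 37.7% to 53.0%, in testes from 90.9% to 76.9% and in thymus from 90.2% to 70.7%. In mouse brain it moved from 55.0% to 68.7%. In rat it moved in brain from 33.7% to 50.4%, in lung from 90.1% to 62.6%, in ovary from 72.1% to 61.8%, in spleen from 21.3% to 53.5% and in thymus from 75.9% to 54.3%. The median difference over all clusters shifted from -0.14 to -0.03 in human brain, from 0.05 to -0.07 in rat lung and from -0.15 to -0.01 in rat spleen.

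The central question was which antisense signals kept their tissue across the 3 species. In each sentence below the value is the log2 difference of a tissue from the mean of the other 8 over 3 species with its moderated SE from limma, and the adjusted p is from the same fit. In liver the antisense strand of HPX, the hemopexin gene, was higher by 4.78 ± 0.14 (SE, n = 3; adjusted p = 3.13e-15). FGB, the fibrinogen beta chain gene, was higher by 4.19 ± 0.10 (adjusted p = 1.41e-16), and AHSG, the fetuin-A gene, by 4.44 ± 0.36 (adjusted p = 3.29e-08). In brain, SNAP25, a gene of the synaptic fusion machinery, was higher by 2.48 ± 0.13 (adjusted p = 5.19e-10), the glial aldolase gene ALDOC by 2.76 ± 0.25 (adjusted p = 4.92e-07) and the neuronal calcium sensor gene VSNL1 by 1.71 ± 0.11 (adjusted p = 7.16e-09). In heart, CKM was higher by 3.24 ± 0.21 (adjusted p = 1.31e-08), the myoglobin gene MB by 3.31 ± 0.30 (adjusted p = 1.91e-06) and the tropomyosin gene TPM1 by 2.43 ± 0.30 (adjusted p = 3.59e-05). In thymus, SATB1 was higher by 3.57 ± 0.16 (adjusted p = 2.95e-11), the thymus homing receptor gene CCR9 by 2.37 to 3.84 in the 3 species (SE 0.16; adjusted p = 3.82e-10) and CD3D, part of the T cell receptor complex, by 3.22 ± 0.41 (adjusted p = 4.53e-05). By the rule for naming, each of these 12 genes was highest in that tissue in every species, so this is no separate result.

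The same measure follows for lung, kidney, gonads and spleen. In lung, SFTPC was higher by 3.75 ± 0.22 (adjusted p = 1.91e-09), and the surfactant protein B gene SFTPB by 2.69 ± 0.32 and the alveolar phosphate transporter gene SLC34A2 by 2.55 ± 0.37. In kidney, CDH16, an adhesion gene of renal tubules, was higher by 2.64 ± 0.25 (adjusted p = 4.06e-06), MIOX by 3.03 ± 0.44 and SLC34A1, the renal phosphate transporter gene, by 2.82 ± 0.44. In testes, the sperm chromatin genes PRM2, PRM1 and TNP1 were higher by 2.50 ± 0.17, 2.38 ± 0.29 and 2.90 ± 0.36, with PRM2 at an adjusted p of 3.38e-08. The human part of these values averages 2 unlike arrays, and PRM2 stood at 3.38 ± 0.39 without the second human testes array and at 1.62 ± 0.26 without the first (SE; adjusted p = 5.88e-05 and 0.00972). In ovary, STAR was higher by 2.92 ± 0.33 (adjusted p = 0.000146), and CYP11A1, the first enzyme of steroid synthesis, and INHA, an inhibin subunit, by 2.75 ± 0.40 and 2.50 ± 0.37. In spleen, the B cell receptor gene CD79B was higher by 1.54 ± 0.24, the heme oxygenase gene HMOX1 by 1.73 ± 0.27 and the neutrophil gene S100A9 by 1.87 ± 0.36 (adjusted p = 0.0277). Among negative differences, the largest in brain was that of CD74, the invariant chain of antigen presentation, at -2.45 ± 0.39 (adjusted p = 0.000439), and the largest in testes that of CYB5A, a cytochrome b5 gene, at -1.89 ± 0.45 (adjusted p = 0.0242).

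**Figure D2:**
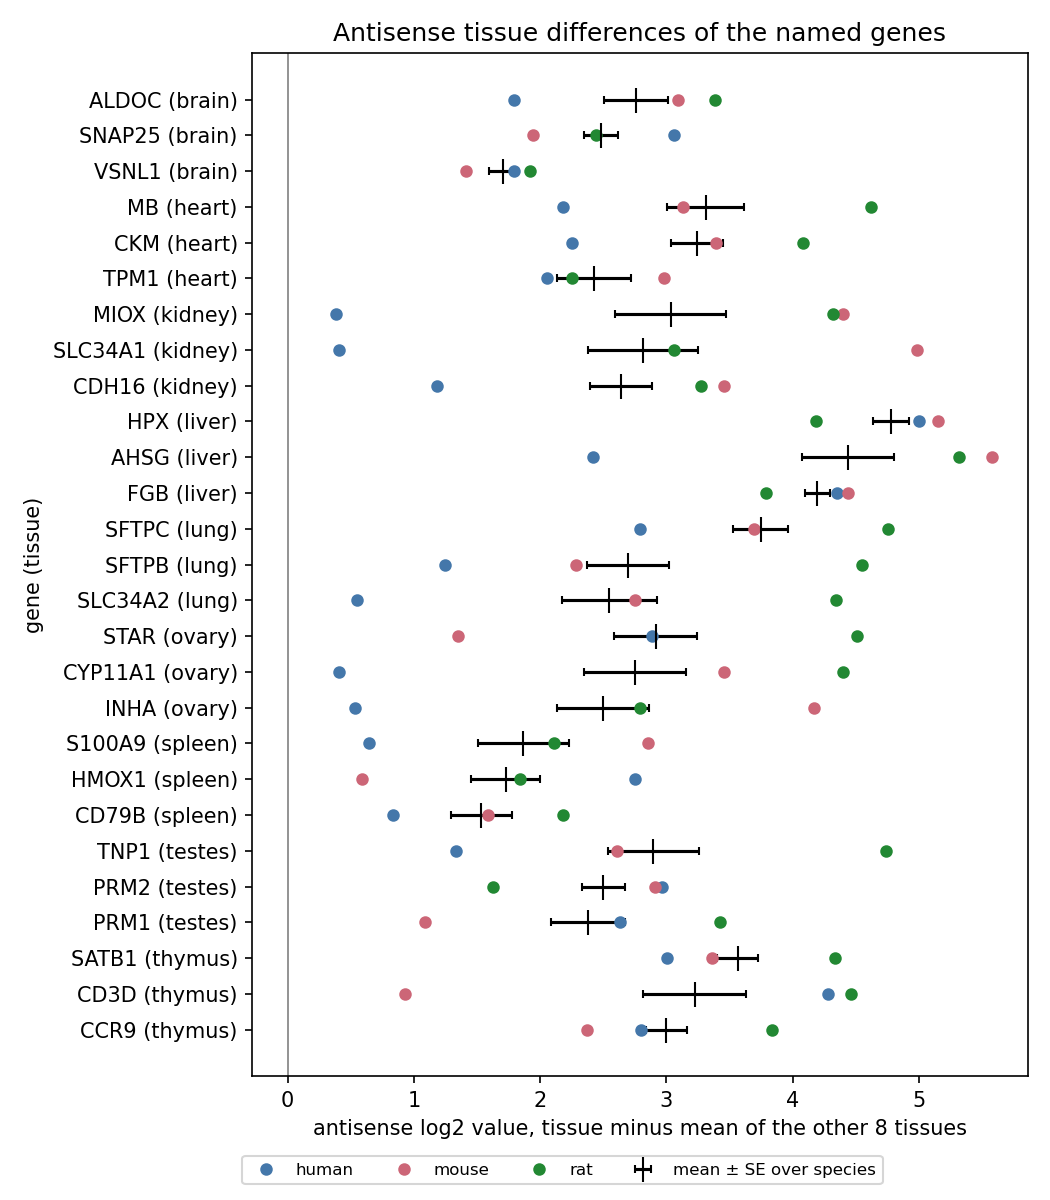
Antisense log2 difference of a tissue from the mean of the other 8 (horizontal axis) for the 3 genes named per tissue (vertical axis), as the mean over 3 species with its SE and 1 point per species. HPX in liver is highest at 4.78, and MIOX and SLC34A1 in kidney show human points at 0.38 and 0.41 far under both rodents.

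Several of these calls were lost with 1 species left out, where fewer samples stand behind each SE (n = 2 species). Without mouse the differences of SFTPB at 2.90 ± 0.52 (adjusted p = 0.19), TNP1 at 3.04 ± 0.55 (0.11), SLC34A2 at 2.45 ± 0.60 (0.36), CYP11A1 at 2.40 ± 0.63 (0.58) and CD74 at -2.35 ± 0.53 (0.068) were close to those with all species. Those of MIOX at 2.35 ± 0.62 (0.26), SLC34A1 at 1.73 ± 0.41 (0.23) and INHA at 1.66 ± 0.38 (0.58) were smaller. Without rat MIOX stood at 2.39 ± 0.61 (0.13), SLC34A1 at 2.70 ± 0.69 (0.14), SLC34A2 at 1.65 ± 0.36 (0.21), CYP11A1 at 1.93 ± 0.47 (0.13) and INHA at 2.35 ± 0.57 (0.13). In human kidney MIOX was higher by 0.38 and SLC34A1 by 0.41, against 4.40 and 4.98 in mouse. The spleen genes also lost their calls. CD79B stood at 1.51 without mouse and 1.21 without rat (adjusted p = 0.57 and 0.11). HMOX1 stood at 1.22 without human, 1.67 without rat and 1.56 without the second arrays (0.12, 0.30 and 0.071), and S100A9 at 1.37 without mouse, 1.75 without rat and 1.57 without the second arrays (0.93, 0.54 and 0.40). CYB5A lost its call without mouse at -1.16 (0.47), without rat at -1.93 (0.53) and without the second arrays at -1.65 (0.13). No direction reversed in any of these fits.

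Of the 4360 matched genes, 1122 (25.7%) passed in at least 1 tissue, with 1014 calls higher and 256 lower. Liver had 202 genes higher and 15 lower, brain 186 and 207, kidney 165 and 6, thymus 161 and 5, testes 136 and 14, heart 69 and 3, lung 48 and 1, ovary 41 and 2 and spleen 6 and 3. All 3 species had the same sign for 197 of the 202 liver genes, 164 of the 186 brain genes, 141 of the 165 kidney genes and 113 of the 136 testes genes. For 548 genes (12.6%), passing or not, the same tissue was highest in all 3 species. After quantile normalization of the 27 samples brain had 333 genes higher and 89 lower, as the share of higher calls went from 47.3% to 78.9% and the median difference moved from -0.12 to -0.02, a shift of 0.11. Spleen had 22 higher and 1 lower under that scaling, a share of 95.7% against 66.7%. With 1 species left out many counts moved. Without mouse brain had 50 higher calls, heart 17, kidney 7, liver 86, lung 1, ovary 2, spleen 2, testes 4 and thymus 73, with 9 lower calls in all tissues. Without rat brain had 109, heart 19, kidney 26, lung 6, ovary 4, testes 11 and thymus 66, and spleen had 0 by limma, with 108 at an unadjusted p of 0.05. Without human lung had 113, testes 234 and thymus 65.

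The gene lists asked whether antisense signal of known marker genes followed the tissue of their mRNA. In liver all 18 matched markers were higher, and all 18 adjusted over the list alone, with a mean of 3.26, and ALB, the albumin gene, was higher by 4.02 ± 0.25 (SE, n = 3). In heart 7 of 8 were higher (7 adjusted over the list alone, mean 1.55), among them the atrial peptide gene NPPA at 2.20 ± 0.28, the fatty acid carrier gene FABP3 at 1.89 ± 0.33 and the Z-disc gene LDB3 at 1.51 ± 0.15. In thymus all 10 were higher (10 adjusted over the list alone, mean 1.80), with the nucleotide transferase gene DNTT at 2.15 ± 0.27 and the coreceptor gene CD8A at 2.12 ± 0.18. In kidney 11 of 12 were higher (11 adjusted over the list alone, mean 1.69), with the anion transporter gene SLC22A6 at 1.95 ± 0.22. In testes 12 of 14 were higher (13 adjusted over the list alone, mean 1.66), with TNP2 at 2.50 ± 0.43. In lung 8 of 12 were higher (12 adjusted over the list alone, mean 1.63), with AGER, a receptor gene of flat alveolar cells, at 2.55 ± 0.25. In brain 11 of 15 were higher (13 adjusted over the list alone, mean 0.83), with the neuronal enolase gene ENO2 at 1.66 ± 0.12, the microtubule regulator gene STMN2 at 1.35 ± 0.14 and the astrocyte filament gene GFAP at 1.26 ± 0.15. In ovary 5 of 12 were higher (7 adjusted over the list alone, mean 0.92, median 0.39), with the activin subunit gene INHBA at 0.61 ± 0.12. In spleen 2 of 4 were higher (4 adjusted over the list alone, mean 0.78), with the adhesion gene VCAM1 at 0.64 ± 0.09.

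Camera placed each marker list above other genes in its own tissue in all 9 cases, and every case held with an estimated correlation, the adjusted p ranging from 2.62e-07 in liver to 0.00808 in testes. Some single calls were lost with fewer samples. Without mouse these were AGER at 2.53, NPPA at 2.06, FABP3 at 2.02, SLC22A6 at 1.68, TNP2 at 2.24 and INHBA at 0.61. Without rat they were FABP3 at 1.53, TNP2 at 1.53, INHBA at 0.34 and VCAM1 at 0.54. VCAM1 was also lost without human at 0.55 and without the second arrays at 0.43, as was INHBA without the second arrays at 0.59. In human testes the list rested on the first array, where its mean shift was 0.85, against 0.03 on the second. In other tissues the marker lists gave 25 calls, 25 of them lower, which follows from the contrast. With an estimated correlation 7 of the 8 calls of the liver list held, and 0 of the 17 of other lists. The 9 differences of a list sum to 0, so a high value in its own tissue sets the mean of the other 8 below 0, and these calls are no evidence of lower signal there. The liver marker TTR, a thyroxine carrier also made by the choroid plexus, was higher in brain by 1.31 ± 0.34 (SE, n = 3), with a human difference of -0.37, a call that was lost without mouse at 1.22 and without rat at 0.55.

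**Figure D3:**
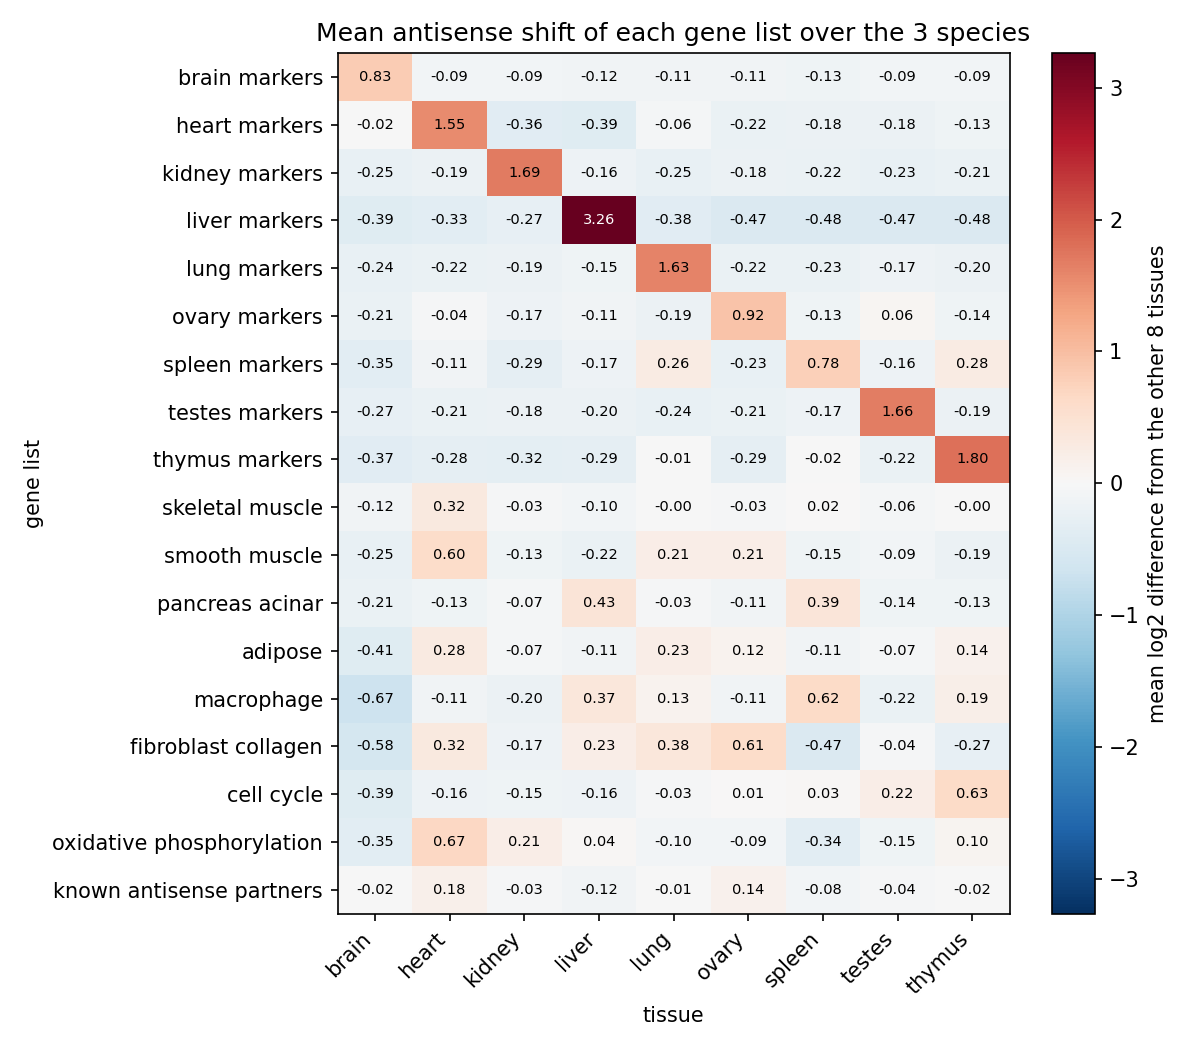
Mean log2 difference of each gene list (vertical axis) in each tissue against the mean of the other 8 (horizontal axis, color scale in log2 units), over 3 species. The 9 marker lists are highest in their own tissues, from 0.78 for spleen to 3.26 for liver.

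Other lists moved less. Oxidative phosphorylation was higher in heart at a mean of 0.67 (3 of 17 members higher, 9 adjusted over the list alone; adjusted p = 0.0236 with an estimated correlation), led by the muscle cytochrome oxidase subunit gene COX6A2 at 1.90 ± 0.40 (SE, n = 3), the succinate dehydrogenase gene SDHA at 1.26 ± 0.30 and the complex III gene UQCRC1 at 1.16 ± 0.20. These 3 calls were lost without mouse at 2.28, 1.58 and 1.32 and without rat at 0.85, 1.17 and 0.88, and SDHA and UQCRC1 also without the second arrays at 1.01 and 0.97. Cell cycle genes were higher in thymus at a mean of 0.63 (4 of 6, 5 adjusted over the list alone; adjusted p = 0.0271 with an estimated correlation), with the cyclin gene CCNA2 at 1.09 ± 0.16 and the topoisomerase gene TOP2A at 0.51 ± 0.07. Fibroblast collagen genes were higher in ovary at a mean of 0.61 (2 of 6, 4 adjusted over the list alone; adjusted p = 0.0294 with an estimated correlation), with the matrix proteoglycan genes DCN at 1.41 ± 0.31 and LUM at 0.85 ± 0.17. Both lost their calls without mouse (1.42 and 0.85) and without the second arrays (1.25 and 0.56). Without rat LUM was lost at 0.65 and DCN at a larger difference than with all species (adjusted p = 0.093), and DCN was lost without human at 1.31. Macrophage genes in spleen had a mean of 0.62 (adjusted p = 0.0166 with an estimated correlation). By limma 0 of the 5 passed over all genes, 3 adjusted over the list alone and 3 at an unadjusted p of 0.05, and the mouse mean was -0.04.

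The remaining list calls were lost with an estimated correlation. They were oxidative phosphorylation in spleen (mean -0.34; adjusted p = 0.465), macrophage in brain (mean -0.67, 3 of 5 lower, 5 adjusted over the list alone; adjusted p = 0.392), cell cycle in brain (mean -0.39, 2 of 6 lower, 4 adjusted over the list alone; adjusted p = 0.465) and fibroblast collagen in heart (mean 0.32; adjusted p = 0.292), spleen (-0.47; 0.393) and thymus (-0.27; 0.372). Smooth muscle in heart had a mean of 0.60 and a median of 0.04 (adjusted p = 0.233), since the intermediate filament gene DES alone was higher, by 2.35 ± 0.26 (SE, n = 3). Known antisense partners in heart had a mean of 0.18 but a median of -0.04 (adjusted p = 0.364), since 1 of 12 genes, NPPA, was higher, or 2 adjusted over the list alone. Pancreas acinar genes had means of 0.39 in spleen and 0.43 in liver (adjusted p = 0.0600 and 0.450), with 3 of 5 higher in each adjusted over the list alone and a human mean of -0.06 in liver. Skeletal muscle gave no call as deposited, at an adjusted p of 0.0550 in heart with the preset correlation, nor did adipose, whose lowest adjusted p was 0.148 in heart. Erythroid genes, with 2 matched members, and ribosomal proteins, with 1, were too few to test. None of the 48 list calls changed direction under quantile normalization, while 3 were lost and 3 gained. Gained were skeletal muscle in heart (adjusted p = 0.0402), fibroblast collagen in brain (0.0472) and thymus markers in brain (0.0361).

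The study also asked how far tissue profiles of matched genes had diverged. CKM and HPX are examples of genes with 1 dominant tissue in all species, and the same measure was taken over all matched genes above the detection level. The mean distance between relative profiles was 0.0223 in 1311 human and mouse pairs against 0.0294 in random pairs, 0.0366 in 986 human and rat pairs against 0.0467, and 0.0310 in 901 mouse and rat pairs against 0.0533. Each difference reached the smallest p that the permutations can give (one-sided permutation p = 1e-05). The same tissue was highest for 328 human and mouse pairs against 146 expected at random, 285 human and rat pairs (28.9%) against 113, and 458 mouse and rat pairs (50.8%) against 108, each at that smallest permutation p. Between mouse and rat, 67 of the 82 genes highest in mouse lung (81.7%) were highest in rat lung, and 47 of 61 (77.0%) for thymus, but only 19 of 100 for ovary and 2 of 34 for spleen. Seen from rat, the same 67 were among 199 genes highest in lung and the same 47 among 142 in thymus. Between human and mouse, liver had 87 of 221 (39.4%) and heart 37 of 81 in common.

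Whole tissues were then compared by correlation across genes, which are not independent replicates. Same tissues correlated more than different tissues by 0.294 between human and mouse (one-sided exact permutation p = 5.51e-06), by 0.338 between human and rat and by 0.632 between mouse and rat (one-sided exact permutation p = 2.76e-06 for both, the smallest that 362880 relabelings can give). Every mouse and rat tissue correlated best with its counterpart, 9 of 9 in each direction, while between human and mouse 7 of 9 did so in each direction. All 9 human tissues correlated best with their rat counterpart, and 7 of 9 rat tissues with their human counterpart. Liver had the highest same-tissue r, 0.540 between human and mouse and 0.715 between mouse and rat. Human kidney correlated with mouse kidney at 0.0823, under its r of 0.155 with mouse testes, whereas mouse and rat kidney reached 0.631.

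Over genes matched in all 3 species, the mean same-tissue r was 0.572 between mouse and rat, 0.309 between human and mouse and 0.312 between human and rat. The rodent pair was higher by 0.263 ± 0.133 (SD over 9 tissues) than human and mouse and by 0.260 ± 0.155 than human and rat. It was higher in 9 of 9 tissues in both comparisons (exact sign-flip permutation p = 0.00391, two-sided, the smallest that 9 tissues allow). The gap was widest in kidney, at 0.628 against 0.120 with human and mouse, and narrowest in thymus with human and rat, at 0.519 against 0.503. Probe designs and normalization differed between all 3 species, so these contrasts include array effects.

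**Figure D4:**
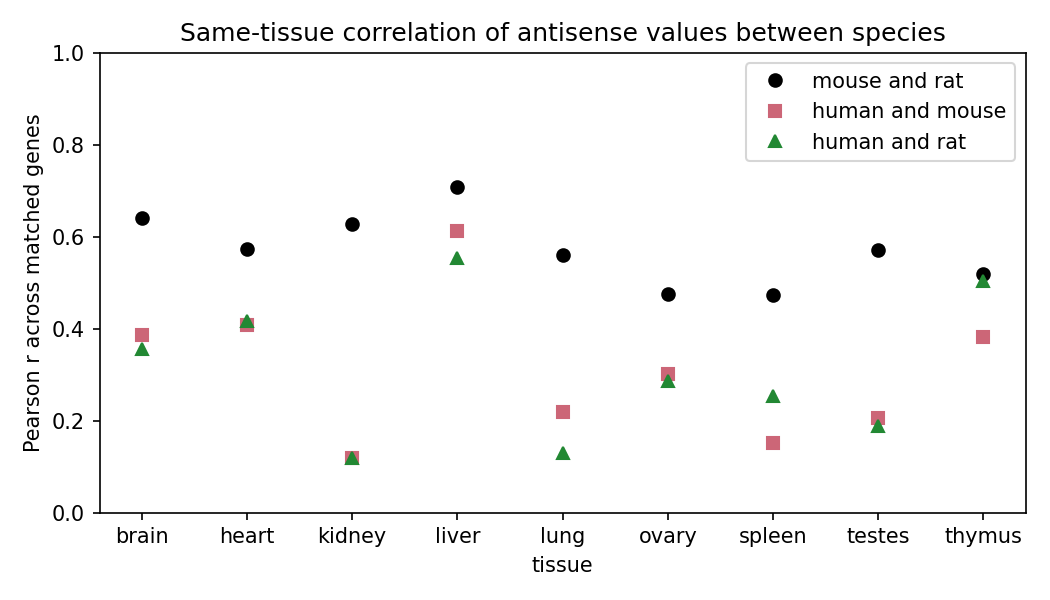
Pearson r across matched genes between same tissues of a species pair (vertical axis) for each of the 9 shared tissues (horizontal axis), with 1 series per species pair. Mouse and rat lie above both pairs with human in every tissue, from 0.474 in spleen to 0.709 in liver.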

Values the study reported

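The study used core probesets numbering 287,329 in human, 231,465 in mouse and 92,751 in rat. It reported antisense signal above background for 67,649 human exon probesets (23.5%), 46,050 in mouse (19.9%) and 21,742 in rat (23.4%). The study also describes these counts as limited to antisense transcripts absent from RefSeq, a filter that was not applied to the counts above. By its criteria 14,485 human probesets (5.0%), 12,673 mouse probesets (5.5%) and 11,358 rat probesets (12.2%) were tissue-specific. For the muscle creatine kinase gene it gave correlations of antisense profiles of 0.96 between mouse and rat and 0.85 between mouse and human.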

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

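The test of an even compression of the human values and the values with the first human testes array alone were chosen only after the results were seen; the test by exon means was not.

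Marker lists shifted less in human than in the mean of both rodents in 8 of 9 own tissues, which drew attention because the difference between the species was itself tested. Human minus the mean of mouse and rat was -1.57 for lung markers in lung, -1.56 for testes markers in testes, -1.42 for kidney markers in kidney, -0.76 for ovary markers, -0.63 for heart markers, -0.52 for liver markers, -0.40 for brain markers and -0.17 for thymus markers, each in its own tissue. With an estimated correlation the adjusted p of these 8 lists ran from 4.76e-07 in lung to 0.0465 in liver, and spleen did not differ (adjusted p = 0.364). The test used single arrays, so it measures technical spread and not variation between individuals. Rat lay above mouse in every marker list, so part of a gap to the rodent mean can come from rat. Heart shifts were 1.14 in human, 1.33 in mouse and 2.19 in rat, those of liver 2.92, 3.14 and 3.73 and of brain 0.57, 0.82 and 1.11. There, and in lung and testes, human lay nearer to mouse than mouse to rat. In kidney (0.75, 2.05 and 2.29) and ovary (0.41, 1.02 and 1.33) it did not. In thymus the human shift of 1.69 lay above the 1.13 of mouse and only under the 2.58 of rat. In testes much of the gap came from the second human array, as human minus rodents was -0.97 with the first array alone, a value with no test.

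Among the 27 genes named across species, 19 differed between human and the rodents by the same kind of test. In kidney, human minus rodents was -3.98 for MIOX, -3.61 for SLC34A1 and -2.18 for CDH16. In ovary it was -3.52 for CYP11A1 and -2.94 for INHA, in lung -3.00 for SLC34A2, -2.17 for SFTPB and -1.43 for SFTPC, and in testes -2.34 for TNP1, or -0.89 with the first human testes array alone. PRM1 and PRM2 in testes did not differ with both arrays, at 0.38 and 0.70, but stood at 2.35 and 3.32 with the first array alone and at -1.60 and -1.93 with the second, values with no test. In liver it was -3.03 for AHSG, in heart -1.70 for MB and -1.49 for CKM, in spleen -1.84 for S100A9 and -1.05 for CD79B, in brain -1.44 for ALDOC and in thymus -0.84 for SATB1. The opposite sign occurred for CD3D in thymus at 1.58, HMOX1 in spleen at 1.53 and SNAP25 in brain at 0.87. For CD3D mouse alone lay under human, as the differences were 4.28 in human, 0.93 in mouse and 4.46 in rat.

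The tables argue against an even compression of the human values, since 3 of the 9 lists (liver, spleen and thymus) kept a ratio of human to rodent shift above 0.75 while 4 lay below 0.5. Among the 4, testes had a ratio of 0.284, or 0.555 with its first human array alone. The ratios carry no error, spleen rests on 4 genes, and the thymus ratio averages unlike mouse and rat shifts. The contrast thus rests mainly on liver at 0.849 against lung at 0.269, kidney at 0.344 and ovary at 0.352. They also argue against the summary of probesets into genes as the source, because all 8 lists that differed stayed negative with exon means. Probe design, which differs by species, could still lower the human values of some lists or raise those of rat, and was not tested apart from species. A biological difference between the species is open as well and was not tested. The RNA source of each human tissue, represented by 1 RNA, is a further open candidate.

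Tissues outside the shared 9 also carried signal that no comparison across species used. With 10 tissues, 846 exon probesets were specific to mouse embryo, 229 to rat embryo and 138 to human colon. They drew attention as signal in samples left out of the main comparisons, and the genes behind them are given among the other observations.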

How the results depend on the processing

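The settings without a threshold, without a gap, without either array of human testes and with quantile normalization before the list tests were chosen only after the data were seen. Signs were followed for the genes named, the list calls and the comparisons of matched profiles, and no call among these changed sign. All other calls were compared by count only, so a change of sign among them was not checked. The balance of higher and lower calls did turn, as in brain across species, where 186 higher and 207 lower became 333 and 89 with quantile normalization. In human brain 1531 higher and 3939 lower became 692 and 480 without its second array, and in rat spleen 223 and 825 became 106 and 92 without its first. Among values that answer a comparison, 298 stayed within 1.5 times their main count or kept their test outcome, and 101 counts moved further. All 73 alternatives of marker lists in their own tissues and all 61 of divergence, same highest tissue, tissue correspondence and rodents against human kept direction and side of the threshold. For mouse and rat against human and mouse the difference ran from 0.215 to 0.256 when a replicate was left out. For fits of genes named one by one, 2288 alternatives changed nothing, 111 lost and 43 gained a call. For gaps of named clusters and probesets, 74 stayed and 44 moved in size. For list calls other than markers in their own tissue, 258 changed nothing and 64 lost the call. Counts of lower calls per tissue across species stayed in 56 alternatives and moved in 61. Arrays limit all counts near the detection level, where signal over background is small.

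Detected exon probesets with a threshold of 8 numbered 25123 in human, 15084 in mouse and 6427 in rat. Tissue-specific exon probesets in human numbered 1853 with a threshold of 8, 1981 with a gap of 2, 2495 met in both array sets, 13681 with no threshold and 13314 with no gap. In mouse the same settings gave 1593, 2006, 2202, 11283 and 9739, and in rat a threshold of 8 gave 1701, a gap of 2 gave 2583, both array sets 2806 and no threshold 9936. Tissue-specific clusters in human numbered 68 with a threshold of 8, 87 with a gap of 2, 140 in both array sets, 588 with no threshold and 662 with no gap. In mouse they numbered 56, 93, 137, 603 and 509, and in rat 83 with a threshold of 8, 176 with a gap of 2 and 813 with no threshold. Each of these settings is stricter or laxer by construction, which is the cause of its direction.

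Within species, the filter to clusters above the threshold in 1 tissue tested fewer genes and gave 1599 higher and 1968 lower calls in human, 1261 higher in mouse, and 1715 higher and 2635 lower in rat. A minimum log2 difference of 1 left 297 higher and 17 lower in human, 292 and 34 in mouse and 741 and 17 in rat, since it asks for larger differences. With 10 tissues mouse had 2151 lower calls, and the cause was not tested. Leaving out a replicate, where the lone array is assumed to vary like those of other tissues, gave 2636 to 3271 higher and 930 to 3254 lower calls in human, 2018 to 2680 higher and 432 to 636 lower in mouse, and 3026 to 3692 higher and 1117 to 1526 lower in rat, with fewer arrays behind each test.

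Across species, requiring values above the threshold in every species left few genes to test. Higher calls were then 7 in brain, 15 in heart, 16 in kidney, 25 in liver, 3 in lung, 1 in ovary, 2 in spleen, 1 in testes and 7 in thymus, with 59 lower calls in all tissues. Quantile normalization gave 333 higher calls in brain and 22 in spleen, and exon means gave 84 in lung, and the cause was not tested. Leaving out a replicate or a species gave 50 to 185 higher calls in brain, 17 to 102 in heart, 7 to 222 in kidney, 86 to 204 in liver, 1 to 113 in lung, 2 to 49 in ovary, 0 to 12 in spleen, 4 to 234 in testes and 65 to 164 in thymus, and 9 to 248 lower calls. Lowest were the fits without mouse, except spleen (lowest without rat) and thymus (lowest without human), and the cause was not tested beyond fewer samples. Without human testes replicate 2, testes had 175 higher calls, of which 133 were among the 136 of the full data.

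Deviations of same-numbered arrays correlated between tissues with a median of 0.01 in human, -0.02 in mouse and 0.01 in rat, which gave no sign of pairing cluster by cluster. A shift of whole arrays would not show in that correlation. In human the first array had the larger share of exon probesets above the threshold in every shared tissue, though not in colon. Brain had 15.2% on the first array and 14.0% on the second. With a replicate block and single arrays, conserved higher calls were 195 in lung, 115 in ovary, 27 in spleen and 240 in testes, with 540 lower calls. That fit changed both the samples and the block, and the cause was not separated. Of the alternatives with this block, 197 changed nothing, 14 moved, 16 gained a call and 1 lost it.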

Other observations

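The tests of the human testes arrays, the splits of the samples and the resampling intervals around the ribosomal and exon tests were chosen only after the results were seen.

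Against the mean of the other tissues, 842 clusters were higher and 108 lower in mouse embryo in limma, and in rat embryo 161 were higher and 455 lower. The epidermal keratin gene Krt1 stood at 8.35 ± 0.03 (SD, n = 2) in mouse embryo and 7.36 ± 0.38 in rat embryo, the fetal plasma protein gene Afp at 7.66 ± 0.07 and 6.63 ± 0.12, and the imprinted gene H19 at 8.99 ± 0.13 in mouse. Rat embryo showed the muscle light chain gene Myl1 at 7.33 ± 0.17 and the growth factor gene Igf2 at 7.44 ± 0.06 (SD, n = 2 each). Fibroblast collagen genes were higher in mouse embryo by a mean of 1.59 (8 of 8; adjusted p = 0.00145 with an estimated correlation), with the matrix gene Postn at 3.10 ± 0.10 (SE), and skeletal muscle genes by 1.24 (8 of 11) with Acta1, skeletal actin, at 2.84 ± 0.13. In rat embryo skeletal muscle genes were higher by 1.35 (5 of 5; adjusted p = 0.00209 with an estimated correlation) and fibroblast collagen genes by 0.63 (4 of 6). Liver markers were higher by 1.26 in mouse embryo (12 of 21; adjusted p = 0.00145 with an estimated correlation) and by 1.06 in rat embryo, where the call was lost (adjusted p = 0.0925 with an estimated correlation), and erythroid genes by 0.75 in mouse, also lost (0.0925).

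Human colon had 158 clusters higher and 342 lower. The pancreatic stone protein gene REG1A stood at 7.19 ± 0.80 (SD, n = 2), the Paneth cell defensin gene DEFA5 at 7.11 ± 0.06 and the ribosome assembly gene MRTO4 at 6.90 ± 0.28. In all 59 list tests were run on these 3 tissues.

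Tissue-specific exon probesets numbered 5175 in human, 4549 in mouse and 4764 in rat. Each is lower than the number the study gives for that species. With no threshold on the value the counts were 13681, 11283 and 9936, and with no gap 13314, 9739 and 6543. The cause of the difference was not found.

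The mean antisense signal of each marker list over the 3 species was highest in its own tissue, though not every member passed. A candidate explanation is carry-over of abundant sense RNA into the antisense labelling. Ribosomal protein genes, abundant as mRNA in every tissue, would then lie high in all species. Their median percentile was 77.6 in human and 77.7 in rat but 57.9 in mouse, with a 95% interval of 14.9 to 72.5 under the bound of 75. Under the rule fixed in advance the mouse median counted against carry-over. The medians of human and rat lay above the bound, but their 95% intervals, 55.1 to 87.6 and 14.9 to 99.5, span it. Such percentiles also set probes of different affinity side by side, so this test cannot decide and leaves carry-over open. By exons, the median share of a marker gene's probesets highest in its own tissue was 49.5% in human (95% interval 40.0 to 57.1), 66.7% in mouse and 86.7% in rat, against 11.1% by chance. Tissues differed, the human median running from 15.4% in ovary, 25% in testes and 26.1% in lung to 77.8% in heart and 90.0% in liver, and that of rat ovary and spleen being 33.3%. The human interval spans the bound of 50%, so this test leaves carry-over open as well, although under the fixed rule the human median counted against it. Antisense transcription that follows the tissue of the gene, which no test here addressed, stays open too. Outside these data, the study reported strand-specific PCR for the mouse Miox, Ckm and Mylpf probesets and strand-specific RNA-seq for Miox. It also reported a positive correlation with opposite-strand probesets on sense arrays.

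The arrays of human testes differed, the mean shift of the testes list being 0.85 on the first and 0.03 on the second. PRM2 stood at 9.10 and 3.85, PRM1 at 9.57 and 5.62 and TNP1 at 7.64 and 4.75. The tables argue against a weak second array, with 15.3% of exon probesets above the threshold inside the range of 14.0% to 17.2% of the other 19 arrays, and against an exchange with another human array, as the highest shift elsewhere was 11.0% of that on the first array. Scaling is argued against too, since the difference was still 0.81 after quantile normalization. On other lists the 2 arrays were alike, as the labels have it, with fibroblast collagen at 0.38 and 0.48, smooth muscle at 0.27 and 0.24 and macrophage at 0.11 and 0.15. Such lists do not single out testes, as fibroblast collagen stood at 0.34 on both lung arrays and at 0.47 and 0.55 on the ovary arrays. Across centred clusters the second testes array correlated more with the second lung array (r = 0.359) than with its partner (0.317). Across exon probesets it was closest to its partner (0.347). A different RNA on the second array could give this pattern and stays open, and no biological explanation was tested because both arrays carry the same label.

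Other splits of the 27 samples asked whether another assignment of tissues gives as many genes across species. Only splits that gave a label its own tissue in all 3 species were left out. A label could still join samples of another tissue from 2 or 3 species, so a split can carry real tissue differences. The median count of the other splits was 0 in every tissue. The real split gave 393 genes for brain against 72 for the highest other (1 of 100 splits as large, the real one included), 217 for liver against 113 (1), 150 for testes against 126 (1), 72 for heart against 166 (2), 171 for kidney against 171 (2), 43 for ovary against 48 (2), 166 for thymus against 193 (2) and 49 for lung against 108 (3). These 8 tissues had a share under the bound of 0.05 of the splits, which makes chance unlikely there without excluding it. Another split equalled or exceeded the real count in 5 of them, and whether those splits joined samples of 1 tissue was not examined. For spleen the real split gave 9 genes against 128, and 12 of 100 splits gave as many, a share over the bound. Since such splits can carry real differences, the test cannot decide there, and chance stays open.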
